# Transcriptome and translatome profiles of *Streptomyces* species in different growth phases

**DOI:** 10.1038/s41597-020-0476-9

**Published:** 2020-05-08

**Authors:** Woori Kim, Soonkyu Hwang, Namil Lee, Yongjae Lee, Suhyung Cho, Bernhard Palsson, Byung-Kwan Cho

**Keywords:** Prokaryote, Next-generation sequencing, RNA sequencing

## Abstract

*Streptomyces* are efficient producers of various bioactive compounds, which are mostly synthesized by their secondary metabolite biosynthetic gene clusters (smBGCs). The smBGCs are tightly controlled by complex regulatory systems at transcriptional and translational levels to effectively utilize precursors that are supplied by primary metabolism. Thus, dynamic changes in gene expression in response to cellular status at both the transcriptional and translational levels should be elucidated to directly reflect protein levels, rapid downstream responses, and cellular energy costs. In this study, RNA-Seq and ribosome profiling were performed for five industrially important *Streptomyces* species at different growth phases, for the deep sequencing of total mRNA, and only those mRNA fragments that are protected by translating ribosomes, respectively. Herein, 12.0 to 763.8 million raw reads were sufficiently obtained with high quality of more than 80% for the Phred score Q30 and high reproducibility. These data provide a comprehensive understanding of the transcriptional and translational landscape across the *Streptomyces* species and contribute to facilitating the rational engineering of secondary metabolite production.

## Abstract (summary)

**Table:** 

Measurement(s)	transcriptome • translation • translatome
Technology Type(s)	RNA sequencing • Ribo-Seq
Factor Type(s)	Growth phases
Sample Characteristic - Organism	Streptomyces avermitilis • Streptomyces clavuligerus • Streptomyces lividans • Streptomyces venezuelae • Streptomyces tsukubensis

Machine-accessible metadata file describing the reported data: 10.6084/m9.figshare.12045603

## Background & Summary

*Streptomyces*, which comprise the largest genus of Actinobacteria, are huge natural reservoir of secondary metabolites, including antibiotics, immunosuppressants, and other medicinal compounds^1–6^. Recent advancements in high-throughput sequencing have led to the development of the genome mining approach, which implicates that the genome of each *Streptomyces* species has more than 30 secondary metabolite biosynthetic gene clusters (smBGCs) with potential to produce various unexplored secondary metabolites^2^. These secondary metabolites are synthesized by a series of enzymatic reactions, which depend on the supply of precursor molecules from primary metabolism, such as acetyl-coenzyme A and amino acids^7^. After active growth terminates, an overall metabolic transition occurs, which leads to the activation of secondary metabolite production^8,9^; this metabolic transition from primary to secondary metabolism is governed by multi-layered regulatory mechanisms at transcriptional, translational, and post-translational levels^10,11^. Thus, understanding the complex regulatory systems of the metabolic transition is important to enhance secondary metabolite production. The overall metabolic transition encompasses diverse genome-wide gene expression changes, which are regulated by signaling cascades from the pleiotropic regulators to pathway-specific regulators^8,10,12,13^. To understand the underlying molecular mechanisms of metabolic transitions, transcriptional changes that occur between growth phases have been studied^13–15^. For example, the time-series transcriptome analysis of *Streptomyces coelicolor* demonstrated that coherent genes that are involved in specific metabolism and their regulatory genes exhibit similar expression patterns during metabolic transitions; this suggests that primary metabolism-related genes are functionally connected to the smBGC genes through regulatory gene expression. Based on this suggestion, putative regulatory genes and their interconnected networks could be identified by screening genes that have similar expression patterns^13^.

Bacteria can fine-tune gene expression both at the transcriptional and translational levels^16,17^. For example, *Escherichia coli* proteome analysis revealed that only approximately half of protein abundance is determined by transcriptional regulation, which indicates the existence of various post-transcriptional regulation^18^. In this regard, deciphering translational dynamics is important to understanding post-transcriptional regulations that are closely related to cellular protein levels^19^. Recently, ribosome profiling has been used to measure translational levels by deep sequencing of the ribosome-protected mRNA fragments (RPFs) at the position of the translating ribosome^20^. Several ribosome profiling studies in *Streptomyces* have been reported by our research group for *S. coelicolor*, *S. clavuligerus*, and *S. lividans*, which revealed translational buffering of secondary metabolism-related genes at a later growth phase and that translational abundance is more consistently maintained than transcript abundance^11,21,22^. Translational regulations are advantageous for the tight control of secondary metabolite biosynthesis, as translation requires the highest energy costs among all cellular reactions^19^. Moreover, the expression of smBGC-associated genes can be more rapidly regulated at the translational level than at the transcriptional level in response to dynamic environmental changes^23^. Given the dynamic relationship between transcription and translation, as exhibited by translational buffering^11^, integrative analysis at both levels should unravel complex regulations in *Streptomyces*. However, transcriptomic and translatomic data have covered only a small portion of approximately 350 reported *Streptomyces* genomes, which have not been systematically validated at the multi-species level.

In this study, we provide RNA-Seq and ribosome profiling data of five *Streptomyces* species at four different growth phases, followed by validation of the read quality. The species were *S. avermitilis* MA-4680, *S. clavuligerus* ATCC27064, *S. lividans* TK24, *S. venezuelae* ATCC15439, and *S. tsukubaensis* NRRL 18488, which are industrial strains that produce antifungal avermectin, β-lactamase inhibitor clavulanic acid, and immunosuppressant FK506, respectively^24–26^. *S. lividans* and *S. venezuelae* were characterized by their fast growth and ease of genetic manipulation, and have been employed as heterologous expression hosts^27–30^. An overview of the preparation of transcriptomic and translatomic data is illustrated in Fig. 1. A total of 12 to 83.5 million raw reads for RNA-Seq and 113 to 763.8 million raw reads for ribosome profiling were obtained. Although the RNA-Seq and ribosome profiling data of two species (*S. clavuligerus*^21^ and *S. lividans*^22^) among the five species were already reported in previous studies by our research group, this study provided a uniformly processed and mapped dataset of all five species. This facilitates the efficiency of the comparative transcriptome and translatome analysis at multi-time points between multi-species. Further, understanding the transcriptional and translational regulatory mechanisms and developing regulatory synthetic parts, such as promoters, ribosome-binding sequences, 5′ untranslated regions, and terminators^4^ from the dataset allows rational genome engineering for efficient secondary metabolite production by *Streptomyces*^11^.

**Fig. 1:**
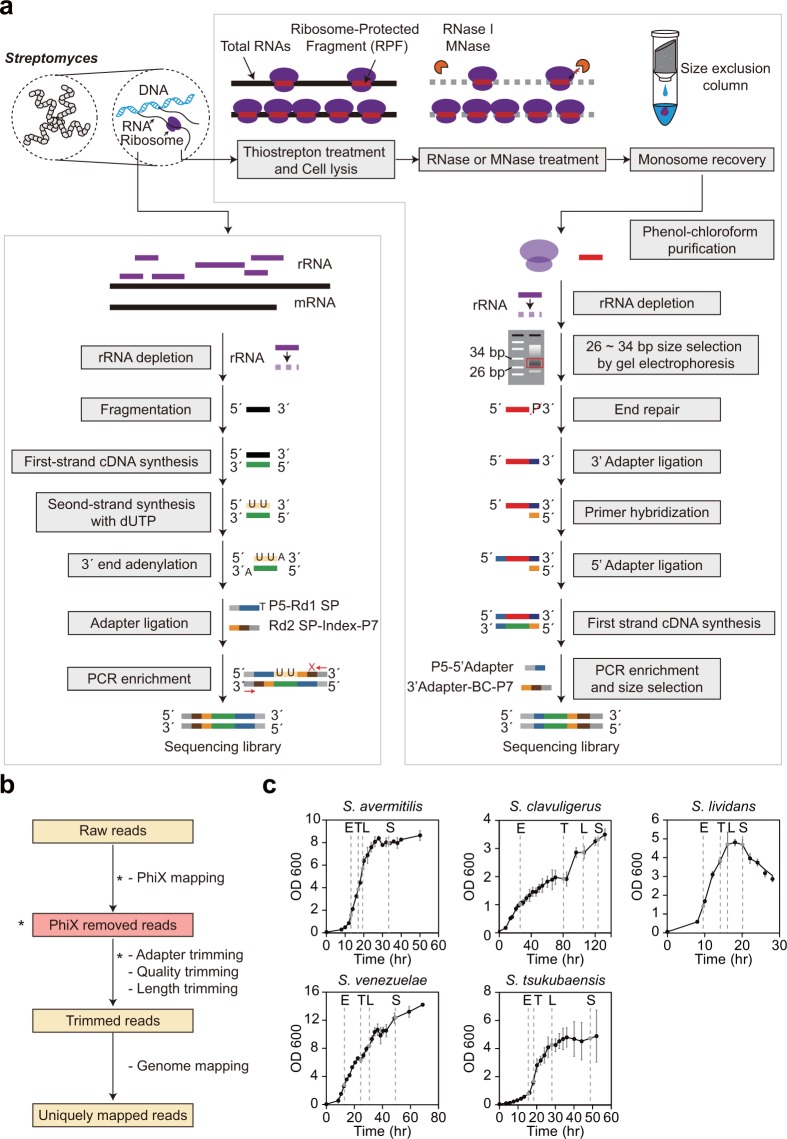
Overall flow of RNA-Seq and ribosome profiling data construction of five *Streptomyces* species. (**a**) The sequencing library construction protocol for RNA-Seq and ribosome profiling. P5 and P7 were the PCR primers, Rd1 SP and Rd2 SP were the sequencing primers, and BC was the barcode sequence. (**b**) An overview of processing and mapping of the sequencing reads. The criteria or parameters are shown. The steps indicated with asterisk (*) are performed only for the ribosome profiling data. (**c**) The growth profile of five *Streptomyces* species in R5− medium. Sampling time points are represented by a grey dot, which are the early-exponential (E), transition (T), late-exponential (L), and stationary (S) points.

## Methods

### Strains and cell growth

*Streptomyces* strains were inoculated from their 20% glycerol stock of spores into 50 mL of R5− liquid medium with 8 g of glass beads (3 ± 0.3 mm diameter) in a 250 mL baffled flask, grown at 30 °C, and pre-cultured at 250 rpm. The R5− liquid medium consists of 103 g L^−1^ sucrose, 0.25 g L^−1^ K_2_SO_4_, 10.12 g L^−1^ MgCl_2_∙6H_2_O, 10 g L^−1^ glucose, 0.1 g L^−1^ casamino acids, 5 g L^−1^ yeast extract, 5.73 g L^−1^ TES (pH 7.2), 0.08 mg L^−1^ ZnCl_2_, 0.4 mg L^−1^ FeCl_3_∙6H_2_O, 0.02 mg L^−1^ CuCl_2_∙2H_2_O, 0.02 mg L^−1^ MnCl_2_∙4H_2_O, 0.02 mg L^−1^ Na_2_B_4_O_7_∙10H_2_O, 0.02 mg L^−1^ (NH_4_)_6_Mo_7_O_24_∙4H_2_O, and 0.28 g L^−1^ NaOH. The grown mycelium was inoculated to fresh R5− medium with an initial optical density of 0.05 at 600 nm for the main culture as biological duplicates and grown under the previously mentioned conditions. The cells were sampled at four different time points based on the growth profile of each strain, as follows: early-exponential (E), transition (T), late-exponential (L), and stationary (S) phases. The E, T, L, and S time points were 13, 17, 19.5, and 33.5 h for *S. avermitilis*, 26, 80, 105.5, and 125 h for *S. clavuligerus*, 9.5, 14, 16, and 20 h for *S. lividans*, 12.5, 24.5, 30.5, and 48.5 h for *S. venezuelae*, and 15, 18.5, 28, and 48 h for *S. tsukubaensis* after inoculation, respectively (Fig. 1c). At the sampling time points for the ribosome profiling samples, thiostrepton (Sigma-Aldrich, St. Louis, MO, USA) was added to the cultures to a final concentration of 20 μM to compartment the translating ribosomes on the mRNA, which is a highly sensitive drug for *Streptomyces* compared to chloramphenicol or other drugs^31,32^. The cultures were then incubated for 5 min at 30 °C, and subsequently harvested for the construction of ribosome profiling libraries.

### RNA-Seq library preparation and high-throughput sequencing

The overview of the library construction of RNA-Seq is illustrated in Fig. 1a. The harvested cells were washed with polysome buffer (20 mM Tris-HCl, pH 7.5; 140 mM NaCl and 5 mM MgCl_2_), and then resuspended with 500 μL lysis buffer (0.3 M sodium acetate, pH 5.2; 10 mM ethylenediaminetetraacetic acid and 1% Triton X-100). The resuspended cells were frozen with liquid nitrogen and grounded using a mortar and pestle. The ground mycelium was thawed and centrifuged at 4 °C for 10 min at 16,000 × *g*. The supernatant was collected and stored at −80 °C. Following the preparation of lysates from four growth phases as biological duplicates, the lysates were mixed with a solution of phenol:chloroform:isoamyl alcohol (25:24:1, v/v), and the mixtures were separated by centrifugation. DNA in the extracted RNA samples were removed by treatment with 2 μL DNase I (NEB, Ipswich, MA, USA), 5 μL 10 × DNase I buffer, and 1 μL SUPERase-In RNase Inhibitor (Thermo Scientific, Waltham, MA, USA). Lastly, the DNase I-treated RNA samples were purified using phenol:chloroform:isoamyl alcohol (25:24:1, v/v) and ethanol precipitation. To eliminate rRNAs in the recovered RNA samples, the Ribo-Zero rRNA Removal Kit for Bacteria (Epicentre, Madison, WI, USA) was used according to the manufacturer’s instructions. The quality of rRNA-depleted RNA samples was checked using 2% agarose gel electrophoresis. The suitable RNA samples were then used to construct RNA sequencing libraries using the TruSeq Stranded mRNA Library Prep Kit (Illumina, San Diego, CA, USA). The size distributions of the final libraries were checked using the Agilent 2200 TapeStation System (Agilent, Santa Clara, CA, USA). The constructed libraries were sequenced on the HiSeq. 2500 platform using either a 100-bp (*S. lividans*, *S. avermitilis*, *S. clavuligerus*, and *S. venezuelae*) or 50-bp (*S. tsukubaensis*) single-end read recipe (Fig. 1a).

### Data processing of RNA-Seq reads

Raw FASTQ files were processed using the CLC Genomics Workbench (CLC Bio, Aarhus, Denmark). Raw reads were trimmed by their overall quality (score: 0.05; maximum ambiguous nucleotides: (2) and length (minimum length: 15 nucleotides). The filtered reads were mapped to each reference genome sequence with the default parameters (mismatch cost: 2; insertion cost: 2; deletion cost: 3; length fraction: 0.9; similarity fraction: 0.9; and ignore non-specific matches). The accession number of each reference genome is as follows: *S. avermitilis* MA-4680 (NC_010572), *S. clavuligerus* ATCC27064 (chromosome NZ_CP027858, plasmid NZ_CP027859), *S. lividans* TK24 (NZ_CP009124), *S. venezuelae* ATCC15439 (CP013129), and *S. tsukubaensis* NRRL18488 (chromosome CP020700, plasmid CP020701, and CP020702). The statistics pertaining to quality trimming and reference mapping are summarized in Table 1. The number of uniquely mapped reads to each gene were counted using the RNA-Seq analysis tool in the CLC Genomics Workbench and the read counts were normalized using the DESeq. 2 package in R^33^.

**Table 1:** Overall statistics of RNA-Seq data.

Species	Growth phase	Number of raw reads	Average length (bp)	Number of trimmed_read	Percentage trimmed	Trimmed reads length (bp)	Number of randomly mapped reads	Number of uniquely mapped reads	Percentage of uniquely mapped reads (%)	Raw read FASTQ accession
*S. avermitilis* MA-4680	E1	15,222,700	101	15,222,324	100.00	100.9	14,743,001	14,475,094	95.09	SRP158023
	E2	15,540,304	101	15,539,540	100.00	100.8	14,842,965	14,232,752	91.59	
	T1	18,962,695	101	18,961,958	100.00	100.8	17,584,931	16,820,053	88.70	
	T2	18,054,983	101	18,054,302	100.00	100.9	16,337,750	14,948,455	82.80	
	L1	13,904,005	101	13,903,462	100.00	100.9	12,858,182	12,238,050	88.02	
	L2	16,814,305	101	16,813,651	100.00	100.8	15,778,544	15,212,127	90.47	
	S1	16,662,552	101	16,661,924	100.00	100.9	15,627,234	14,761,494	88.59	
	S2	16,278,766	101	16,278,123	100.00	100.9	14,643,706	12,519,514	76.91	
*S. clavuligerus* ATCC 27064	E1	14,798,628	101	14,798,315	100.00	100.8	11,098,664	9,036,995	61.07	SRP188290
	E2	14,979,238	101	14,978,853	100.00	100.8	10,822,676	8,622,479	57.56	
	T1	15,701,669	101	15,701,289	100.00	100.8	10,501,955	9,056,077	57.68	
	T2	12,420,952	101	12,420,654	100.00	100.8	10,776,124	10,096,097	81.28	
	L1	13,207,846	101	13,207,520	100.00	100.8	7,770,986	7,283,393	55.15	
	L2	13,782,302	101	13,782,042	100.00	100.9	7,706,785	7,193,337	52.19	
	S1	13,526,270	101	13,525,948	100.00	100.8	12,683,457	12,292,000	90.88	
	S2	13,272,332	101	13,272,058	100.00	100.6	12,663,763	11,921,210	89.82	
*S. lividans* TK24	E1	15,062,705	101	15,062,394	100.00	100.9	13,098,717	12,182,999	80.88	PRJEB31507
	E2	15,941,901	101	15,941,640	100.00	100.9	14,010,897	12,726,791	79.83	
	T1	14,403,255	101	14,402,994	100.00	100.9	12,594,960	11,858,708	82.34	
	T2	15,701,759	101	15,701,526	100.00	100.9	14,333,364	13,320,933	84.84	
	L1	16,081,294	101	16,080,979	100.00	100.8	14,679,573	14,003,911	87.08	
	L2	15,402,577	101	15,402,313	100.00	100.8	13,896,464	12,784,443	83.00	
	S1	15,650,348	101	15,650,033	100.00	100.9	14,016,141	12,866,712	82.22	
	S2	17,244,360	101	17,243,710	100.00	100.9	13,310,075	10,371,378	60.15	
*S. venezuelae* ATCC15439	E1	13,343,482	101	13,339,752	99.97	100.9	11,002,160	9,468,993	70.98	PRJEB34219
	E2	13,150,521	101	13,147,020	99.97	100.9	10,562,003	9,986,725	75.96	
	T1	14,479,417	101	14,474,269	99.96	100.9	13,219,134	12,480,953	86.23	
	T2	12,310,427	101	12,307,770	99.98	100.9	10,406,022	9,456,882	76.84	
	L1	12,192,708	101	12,173,069	99.84	100.9	10,371,418	9,415,019	77.34	
	L2	12,728,235	101	12,723,109	99.96	100.9	10,435,448	8,569,124	67.35	
	S1	13,022,122	101	13,019,964	99.98	100.9	10,770,484	9,268,463	71.19	
	S2	11,969,031	101	11,957,872	99.91	100.9	9,138,846	8,090,654	67.66	
*S. tsukubaensis NRRL18488*	E1	41,652,947	51	41,627,595	99.94	50.9	41,292,669	31,773,092	76.33	SRP103795
	E2	35,401,018	51	35,382,993	99.95	50.8	34,839,050	34,058,311	96.26	
	T1	53,758,514	51	53,721,965	99.93	50.8	52,441,945	51,123,244	95.16	
	T2	25,432,836	51	25,421,462	99.96	50.8	24,909,553	24,095,211	94.78	
	L1	83,469,019	51	83,456,281	99.98	50.6	82,904,135	76,980,981	92.24	
	L2	39,371,004	51	39,339,183	99.92	50.8	38,739,771	36,079,744	91.71	
	S1	78,596,694	51	78,587,491	99.99	50.6	77,714,238	61,851,605	78.70	
	S2	51,475,167	51	51,441,666	99.93	50.9	50,553,226	44,055,753	85.64	

### Ribosome profiling library preparation and high-throughput sequencing

An overview on the library construction of ribosome profiling is illustrated in Fig. 1a ^21^. The mycelium that was treated by thiostrepton was collected by centrifugation at 4 °C for 10 min at 3,000 × *g*, and the cell pellet was washed with 2 mL of polysome buffer that was composed of 20 mM Tris-HCl (pH 7.5), 140 mM NaCl, and 5 mM MgCl_2_ with 20 μM thiostrepton. The washed pellet was re-suspended in 1 mL of lysis buffer composed of 950 μL of polysome buffer and 50 μL of 20% Triton X-100 with 20 μM thiostrepton. The resuspended cells were dripped into a mortar filled with liquid nitrogen and then grounded with a pestle. The cell debris was removed by centrifugation at 4 °C for 5 min at 3,000 × *g*. The supernatant was further clarified and collected by centrifugation at 4 °C for 10 min at 16,000 × *g*. To digest RNA in the lysate (containing 50 μg RNA), the *S. avermitilis* and *S. tsukubaensis* samples were treated with 750 U of RNase I (Invitrogen, Waltharn, MA, USA) at 37 °C for 45 min, and the remaining strains were treated with 400 U of Micrococcal Nuclease (MNase) (NEB), 20 μl of 10× MNase buffer, and 2 μl of 100× Bovine Serum Albumin (BSA) (NEB) at 37 °C for 2 h. The samples were then loaded onto Illustra MicroSpin S-400 HR Columns (GE Healthcare Life Sciences, Marlborough, MA, USA) that were previously washed three times with 500 μL of washing buffer, which was composed of 50 mM Tris-HCl (pH 8.0), 250 mM NaCl, 50 mM MgCl_2_, 25 mM EGTA, and 1% Triton X-100. The column was centrifuged at 4 °C for 2 min at 400 × *g*, and the flow-through was further purified by a phenol-chloroform-isoamyl alcohol extraction and ethanol precipitation. rRNA was depleted with the Ribo-Zero rRNA Removal Kit (Epicentre) according to the manufacturer’s instructions. The ribosome-protected RNA fragments (RPF) of between 26 and 34 bp were separated by electrophoresis for 65 min at 200 V using 15% polyacrylamide TBE-urea gel (Invitrogen), and eluted in 400 μL of RNA gel extraction buffer, which was composed of 300 mM sodium acetate pH 5.5, 1 mM EDTA, and 0.25% (w/v) SDS. The samples were frozen for 30 min at −80 °C and then incubated at 37 °C for 4 h. The eluted RNAs were isolated by ethanol precipitation and purified once again with the RNeasy MinElute Column (Qiagen, Hilden, Germany) using the manufacturer’s protocol. The enriched RPFs were then denatured for 90 s at 80 °C and incubated for 1 h at 37 °C with 5 mL of 10× T4 Polynucleotide Kinase (PNK) buffer (NEB), 20 U of SUPERase-In RNase Inhibitor, and 10 U of T4 PNK (NEB) to dephosphorylate the 3′ end. The dephosphorylated RNAs were purified using the RNeasy MinElute Column (Qiagen). The sequencing library was constructed from the end-repaired RPFs using the NEBNext Multiplex Small RNA Library Prep Set for Illumina (NEB) according to the manufacturer’s instructions. The final library of approximately 150–160 bp was size-selected by gel electrophoresis for 90 min at 100 V using a 2% agarose gel that was dyed with SYBR Gold Nucleic Acid Gel Stain (Bio-Rad, Hercules, CA, USA). The concentration of the final library was measured using a Qubit 2.0 Fluorometer (Invitrogen) and the Qubit dsDNA HS Kit. The size distribution was assessed using the Agilent 2200 TapeStation System (Agilent). The constructed library was sequenced on the Illumina HiSeq. 2500 platform using the 50-bp single-end read recipe (Fig. 1b).

### Data processing of ribosome profiling reads

The libraries of seven samples of *S. avermitilis—*except for the E1 sample—and six samples of *S. venezuelae—*except for the T2 and S2 samples—were prepared and sequenced twice to increase the output and merged for further data processing (Table 2). The sequencing results were de-multiplexed and processed by CLC Genomics Workbench (CLC Bio). A total of 113,065,267 to 763,831,282 raw reads were generated for each replicate and were exported in the FASTQ format for the data upload. The reads were then mapped to the PhiX control sequences (NCBI Genbank accession number: NC_001422) to eliminate the PhiX control reads with the following parameters: mismatch cost: 2; insertion cost: 3; deletion cost: 3; length fraction: 0.9; similarity fraction: 0.9; and non-specific matches were randomly mapped. A total of 112,376,633 to 661,109,040 reads were unmapped. As these reads were sequenced from the 5′ end of the enriched RPF to 50 bp downstream, which is longer than the size-selected RPF (26 to 34 bp), the 5′ end sequences of the 3′ adapter sequence of the NEBNext Multiplex Small RNA Library Prep Set for Illumina (NEB) were also included. To remove the adapter sequences from the reads prior to mapping, the sequences were trimmed by the following parameters: action: remove adapter; strand: minus; mismatch cost: 2; gap cost: 3; internal match minimum score: 3; and end match minimum score: 3. Ultimately, the removed adapter sequence was 5′−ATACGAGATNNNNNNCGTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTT−3′, in which the NNNNNN sequences were CACTGT, ATTGGC, TACAAG, and TTTCA for index 5, 6, 12, and 19, respectively. The reads were additionally trimmed based on their overall quality (score: 0.05, maximum ambiguous nucleotides: 2) and length (>15 bp). The trimming steps yielded 90.68 to 98.47% of the PhiX control unmapped reads. To confirm the data quality and reproducibility of the reads to analyze the translational abundance of the genes, the reads were mapped to their genome sequence. A total of 84,947,464 to 590,644,871 reads with an average read length of 25.8 to 33.7 bp were mapped with random mapping of non-specific matches, while 1,833,155 to 103,819,037 reads with an average read length of 25.8 to 33.1 bp were mapped with ignored mapping of non-specific matches (mismatch cost: 2; insertion cost: 3; deletion cost: 3; length fraction: 0.9; similarity cost: 0.9). The overall statistics of the data processing are summarized in Table 2. The mapped information was exported in a BAM file format, and the number of mapped reads at each genomic position was counted as the read count. Normalized read value and principal component analysis (PCA) plots were generated using the DESeq. 2 package in R^34^.

**Table 2:** Overall statistics of ribosome profiling data.

Species	Growth phase	Number of raw reads	Number of PhiX_unmapped read	Number of trimmed_read	Trimmed reads length (bp)	Number of randomly mapped reads	Number of uniquely mapped reads	Uniquely mapped read length (bp)	Number of mapped reads within CDS	Raw read FASTQ accession
*S. avermitilis* MA-4680	E1	269,943,816	213,953,123	209,920,058	29.3	203,095,358	12,355,916	29.9	7,361,468	SRP158023
	E2	219,153,779	155,106,616	150,989,307	32.2	115,492,305	2,022,429	32.7	1,638,497	
	T1	230,159,662	148,885,319	144,318,010	32.7	119,536,793	3,541,737	32.8	2,455,564	
	T2	266,436,355	175,849,102	170,463,269	31.5	139,053,054	2,304,886	32	1,665,882	
	L1	315,653,269	223,796,896	217,299,279	32.5	171,944,766	7,386,273	31.7	4,018,623	
	L2	308,070,582	228,756,230	221,698,272	31.5	169,555,584	2,929,594	31.8	2,099,075	
	S1	353,167,764	253,272,121	245,481,924	32.7	184,855,688	13,061,116	29.6	3,594,618	
	S2	314,771,387	223,201,435	216,515,335	32.3	169,100,733	7,789,273	29.6	2,170,481	
*S. clavuligerus* ATCC27064	E1	295,724,334	202,630,787	196,272,522	30.1	186,099,317	80,030,583	29.6	8,017,879	SRP188290
	E2	307,178,979	220,741,829	200,168,124	25.9	187,152,134	61,281,649	25.8	10,793,485	
	T1	253,508,213	169,638,278	162,668,883	29.5	153,361,820	89,299,628	29.2	6,590,232	
	T2	278,275,008	192,923,207	186,424,116	29.5	175,804,007	87,504,701	29.1	6,622,288	
	L1	270,412,414	177,901,515	172,769,472	29.5	157,803,554	87,274,405	29.3	5,179,486	
	L2	247,353,047	173,740,843	167,591,084	29.3	153,762,950	80,385,683	29.1	4,290,733	
	S1	238,332,934	174,931,608	168,131,662	29.2	151,884,988	85,485,768	29	6,272,720	
	S2	265,467,800	177,945,831	170,844,372	29.3	158,910,658	87,634,498	29.1	8,614,984	
*S. lividans* TK24	E1	309,069,871	221,703,188	211,211,182	29.6	199,318,423	97,211,458	29.6	19,459,202	PRJEB31507
	E2	296,200,898	195,130,032	185,499,278	30.7	173,681,372	81,149,257	30.4	13,680,737	
	T1	275,143,588	188,420,163	183,178,560	29.6	173,135,378	24,771,546	29.1	7,284,890	
	T2	212,032,571	140,458,753	136,973,078	31.8	125,039,755	21,109,391	30.4	7,941,585	
	L1	263,274,610	144,638,209	142,426,169	31.8	113,452,166	9,735,525	31.2	6,343,211	
	L2	224,511,134	154,437,906	150,790,276	31.9	137,882,471	19,449,401	31	13,544,509	
	S1	181,850,628	120,826,462	116,547,304	32.2	96,190,179	10,046,165	30.9	7,412,208	
	S2	297,413,784	249,272,969	244,109,074	32.7	233,266,663	13,457,825	33.1	8,447,573	
*S. venezuelae* ATCC15439	E1	631,858,582	536,439,531	522,569,147	33.2	489,456,639	69,000,627	31.5	5,079,524	SRX6932518 ~ SRX6932525
	E2	535,926,210	429,105,453	415,708,343	33.8	390,659,798	40,255,232	31.8	3,642,920	
	T1	394,870,178	340,483,910	329,759,627	32.4	300,485,612	40,691,934	30.9	2,723,458	
	T2	166,241,490	161,092,945	157,601,248	31.8	138,943,001	35,483,940	30.6	2,162,631	
	L1	763,831,282	661,109,040	641,879,092	32.2	590,644,871	71,846,636	30.7	5,611,836	
	L2	646,261,568	533,891,315	520,671,902	32	482,564,893	67,853,120	30.9	4,261,890	
	S1	451,939,879	378,474,029	369,204,078	31.6	297,503,315	52,715,125	30.6	3,509,283	
	S2	168,577,692	164,169,059	158,023,893	31.1	147,637,916	34,179,596	30.4	1,764,845	
*S. tsukubaensis* NRRL 18488	E1	125,024,824	123,919,014	121,549,761	30.1	102,297,821	2,307,786	30.7	1,572,115	SRP103795
	E2	124,528,713	123,522,173	120,322,929	30	97,672,956	1,833,155	31.4	1,313,616	
	T1	132,160,059	131,056,038	126,769,305	31.1	99,903,619	8,779,981	29.7	2,895,583	
	T2	113,065,267	112,376,633	109,608,582	30.6	84,947,464	2,814,409	29.5	1,142,882	
	L1	162,942,510	161,871,882	157,083,409	30.7	137,909,625	52,297,448	29.3	9,275,687	
	L2	166,664,595	165,825,698	161,666,872	30.9	140,291,702	56,575,985	29.1	7,533,975	
	S1	146,036,258	144,790,983	138,367,948	29.7	115,443,226	6,902,386	29.4	1,325,229	
	S2	199,958,654	199,442,987	192,788,031	30	171,209,443	103,819,037	28.9	4,429,568	

## Data Records

Raw read FASTQ files, trimmed read FASTQ files, mapped read BAM files, and the gene expression text files of all samples were uploaded to the public databases (Tables 1 and 2). Raw read FASTQ files of RNA-Seq and ribosome profiling of three species (*S. avermitilis*, *S. clavuligerus*, *S. tsukubaensis*) were deposited at the National Center for Biotechnology Information Sequence Read Archive (NCBI SRA)^35–37^. Raw read FASTQ files of RNA-Seq and ribosome profiling of *S. lividans* were deposited at the European Nucleotide Archive (ENA)^38^. Raw read FASTQ files of RNA-Seq of *S. venezuelae* were deposited at the ENA^39^. Raw read FASTQ files of ribosome profiling of *S. venezuelae* were deposited at the NCBI SRA^40–47^. Trimmed read FASTQ files and mapped read BAM files of the raw read FASTQ files in the NCBI SRA (RNA-Seq and ribosome profiling data of *S. avermitilis*, *S. clavuligerus*, *S. tsukubaensis*, and ribosome profiling data of *S. venezuelae*) were deposited at the ENA with a new accession^48^. Trimmed read FASTQ files and mapped read BAM files of the raw read FASTQ files in the ENA (RNA-Seq and ribosome profiling data of *S. lividans*, and RNA-Seq data of *S. venezuelae*) were also deposited at the ENA with the same accession as each corresponding raw read FASTQ file^38,39^. 

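For *S. tsukubaensis*, the raw read counts cover 4 growth phases, early-exponential (E, 15 h), transition (T, 18.5 h), late-exponential (L, 28 h) and stationary (S, 48 h), with 2 biological replicates of each. The files give the number of reads on each of 7190 annotated features, of which 7105 were protein-coding genes, 67 tRNA and 18 rRNA. Genes are listed by identifiers that begin with STK, and the files do not pair these with gene names. In RNA-Seq, between 6929 and 7087 protein-coding genes had at least 1 read in a library, and between 6227 and 6992 had at least 10 reads. The feature with the largest number of reads was STK4338 in E replicate 1, with 3.04% of the reads, and STK4209 in every other RNA-Seq library, with 2.70% to 6.28%. Exact Clopper-Pearson 95% intervals on the largest share of each library, in either assay, reached at most 0.0486 percentage points from the value and cover counting error only. From E to S, 3300 of the 6809 features tested in RNA-Seq had an adjusted p under 0.05, 1811 higher and 1489 lower in S, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all 8 RNA-Seq libraries, after TMM normalization and edgeR's filter on low counts. Without E replicate 1 the count was 1887, and without E replicate 2 it was 2176. Apart from leaving out a library, fitting only the E and S libraries moved it most, to 2714. The comparison of T with E gave 325 features, 230 higher and 95 lower in T, and fitting only the libraries of these phases gave 1599, 879 higher and 720 lower. The count of 325 also fell to 31 without E replicate 1, 67 without E replicate 2, 81 without T replicate 1 and 93 without T replicate 2, and rose to 503 without S replicate 1 and 509 without S replicate 2. The share higher in T was 50.7% without E replicate 2 and 90.1% without T replicate 1, against 70.8% with all libraries. Between T and L, 686 features changed, 499 of them upward, against 223 without T replicate 1, 255 without T replicate 2 and 415 without L replicate 1. From L to S, 1336 features changed, 604 upward and 732 downward. This last count was 858 without E replicate 1, 855 without E replicate 2, 767 without T replicate 1, 775 without T replicate 2, 797 without L replicate 1, 706 without L replicate 2, 730 without S replicate 1 and 3029 without S replicate 2. More features changed upward than downward without S replicate 1 (386 and 344) and without S replicate 2 (1557 and 1472).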

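Among the RNA-Seq changes from E to S, the largest fitted log2 fold changes, with at least 100 reads in each library of the phase with the higher value, were in STK5740 and STK0383 upward, and in STK1116 and STK2246 downward. STK5740 had 0 reads in both E libraries and 327 and 139 reads in the S libraries, at least 129.9-fold higher when 3 counts are taken as the limit over both E libraries, a limit that by itself does not place it among the largest increases, with an adjusted p of 0.000147 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In ribosome profiling, no library had more than 2 reads on this gene. The normalized count of STK0383 was 7.21 ± 4.89 (SD, n = 2) in E and 8873 ± 2559 (SD, n = 2) in S. Its log2 fold change was 10.25 (standard error 0.57, edgeR adjusted p = 3.11e-06), from 9.68 without E replicate 1 to 11.21 without E replicate 2. STK1116 went from 16001 ± 6768 (SD, n = 2) to 102 ± 38.2 (SD, n = 2) normalized counts, a log2 fold change of -7.24 (standard error 0.51, edgeR adjusted p = 7.83e-06), with -7.70 without S replicate 1 and -6.79 without E replicate 1. STK2246 went from 6499 ± 1384 (SD, n = 2) to 70.05 ± 14.1 (SD, n = 2) normalized counts, a log2 fold change of -6.48 (standard error 0.43, edgeR adjusted p = 7.12e-06), between -6.74 and -6.25 with each E and S library left out in turn.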

The gene expression profile as raw read counts of RNA-Seq and ribosome profiling data of *S. avermitilis*^49^, *S. clavuligerus*^50^, *S. tsukubaensis*^51^, and ribosome profiling data of *S. venezuelae*^52^ are available in a text file format in the Gene Expression Omnibus (GEO) database. Also, the gene expression profiles of all datasets (RNA-Seq and ribosome profiling of the five species), including raw read counts, DESeq. 2 normalized values, fold change values between growth phases, and *p*-values for the fold changes, are available in a text file format in the Figshare^53^. The raw read FASTQ data of *S. clavuligerus* in NCBI SRA^36^ was published in the previous study^21^. Also, the raw read FASTQ data of *S. lividans* in ENA^38^ was published in the previous study^22^. Note that the ribosome profiling data of *Streptomyces griseus* was uploaded under the same accession with those of *S. venezuelae*, but they are not described in this study.

## Technical Validation

### RNA-Seq read quality validation

A total of 40 RNA-Seq runs that were applied to five species at four time points as duplicates yielded on average 16,430,039 reads (*S. avermitilis*), 13,961,155 reads (*S. clavuligerus*), 15,686,025 reads (*S. lividans*), 12,899,493 reads (*S. venezuelae*), and 51,144,650 reads (*S. tsukubaensis*). 

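The RNA-Seq data of *S. tsukubaensis* NRRL 18488, an industrial strain that produces the immunosuppressant FK506, comprised 8 libraries. RNA was depleted of rRNA and sequenced as single-end reads from strand-specific libraries. The authors trimmed the reads, mapped them to the chromosome and plasmids in the CLC Genomics Workbench with non-specific matches ignored, and deposited the number of reads counted on each gene without normalization. The workbench's version is not given in the sources used here. The reads counted on annotated features numbered 26143402 and 26177860 in E, 37919813 and 18801527 in T, 51631067 and 25340148 in L, and 27180403 and 22299993 in S, with a median of 26160631 over all libraries. These totals, rather than the numbers of raw or mapped reads in Table 1, are the depth behind the values given here. The methods give shaking at 250 rpm and the sample labels 200 rpm. Replicates of a phase differed by more than sampling noise, with a chi-square per degree of freedom over genes of 89.6 in T to 367 in L, so each library was kept as a replicate of its own. The counts were used as deposited. Choices that could change the numbers are the scaling between libraries, the filter on low counts and which phases enter the fit.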

After trimming the sequencing reads by quality score and nucleotide length, more than 99.8% of the sequencing reads remained, which indicated high-sequencing quality. The remaining reads were used as input to generate sequencing QC reports in the CLC Genomics Workbench to validate the quality of the reads. At first, the overall read lengths were extremely long, corresponding to the sequencing read recipe (Fig. 2a, Table 1). For the four species that were sequenced with the 100-bp read recipe, the percentage of read lengths that were over 100 bp was more than 97.9%, and for *S. tsukubaensis*, which was sequenced with the 50-bp read recipe, the percentage of read lengths that were over 50 bp was more than 93.8%. Further, more than 98.6% (*S. avermitilis*), 98.9% (*S. clavuligerus*), 98.9% (*S. lividans*), 98.9% (*S. venezuelae*), and 96.4% (*S. tsukubaensis*) of the total reads exhibited an average Phred score of greater than 30, which indicates 99.9% base call accuracy (Fig. 2b). In addition, the quality of each base of the obtained reads was examined. The overall base positions of the sequencing reads were highly covered, and even the lowest average values of the coverage were 97.5% (*S. avermitilis*), 97.6% (*S. clavuligerus*), 97.8% (*S. lividans*), 98.3% (*S. venezuelae*), and 95.4% (*S. tsukubaensis*) at the last position, respectively (Fig. 2c). Moreover, the median values of the Phred scores per base position of the reads were consistently high across reads, with 40 scores in four species and 38 scores in *S. tsukubaensis* (Fig. 2d). From these quality validation results, we validated the quality of all obtained RNA sequencing reads for subsequent analysis.

**Fig. 2:**
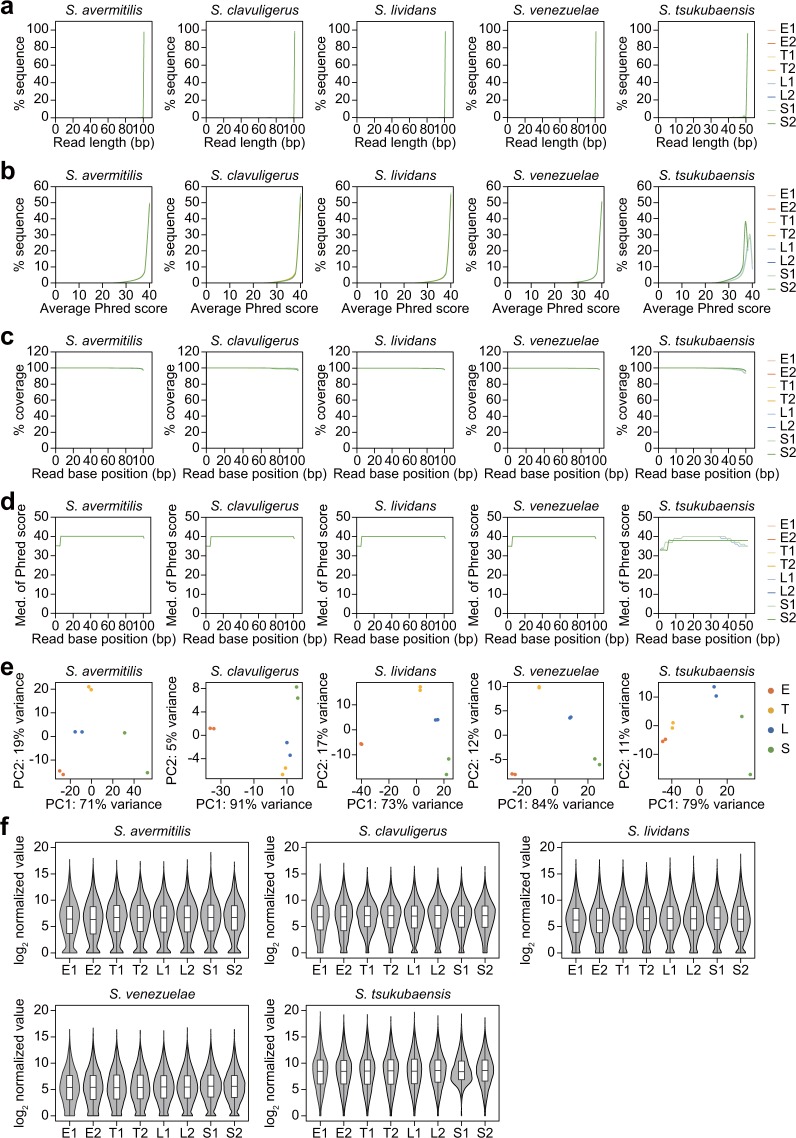
Read quality analysis of RNA-Seq samples of five *Streptomyces* species at four growth phases. The replicate of each growth phase is represented as “1” or “2” after the growth phase. (**a**) Read length distribution of trimmed reads. (**b**) Distribution of average Phred scores of the trimmed reads. (**c**) The number of sequences that cover individual base positions normalized to the total number of sequences at each base position. (**d**) The distribution of the median Phred quality scores that were observed at each base position. (**e**) PCA plot of RNA-Seq mapped reads of each gene. (**f**) Violin and box plot of the log_2_ normalized expression values.

### Assessment of transcriptome data

The qualified reads were mapped to each reference genome with a uniquely mapped percentage that ranges from 76.91% to 95.09% (*S. avermitilis*), 52.19% to 90.88% (*S. clavuligerus*), 60.15% to 87.08% (*S. lividans*), 67.35% to 86.23% (*S. venezuelae*), and 76.33% to 96.26% (*S. tsukubaensis*) **(**Table 1**)**. 

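For *S. tsukubaensis*, the reads counted on annotated features can be set against the uniquely mapped reads of each library in Table 1. They amounted to 82.3% and 76.9% of the uniquely mapped reads in E replicates 1 and 2, 74.2% and 78.0% in T, 67.1% and 70.2% in L, and 43.9% and 50.6% in S. The exact binomial 95% intervals of these shares extended at most 0.0165 percentage points from the value. The gap between the S libraries and all other RNA-Seq libraries was larger than the gap between the replicates of any phase. The reads on features minus the uniquely mapped reads came to -34671202 in S replicate 1 and -5629690 in E replicate 1.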

The number of uniquely mapped reads at each gene was counted and normalized using the DESeq. 2 package in R^33^ to reduce variation between samples. Using the normalized values, principal component analysis (PCA) was performed, which validated the high reproducibility of the sequencing data (Fig. 2e). 

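For *S. tsukubaensis*, PCA was repeated on log2 (DESeq2 normalized count + 1) of the 500 most variable genes. The first principal component held 78.0% of the variance and the second 11.0%. The first separated the phases in order, with scores of -47.16 and -44.47 in E, -31.60 and -31.74 in T, 21.48 and 19.05 in L, and 63.13 and 51.31 in S. The replicates of S were the farthest apart, with scores of 29.66 and -6.88 on the second component. Of the alternatives, taking all genes moved the shares most, to 61.8% and 17.0%. The mean Euclidean distance between the replicates of a phase was 66.15, smaller than for every other way of dividing the 8 libraries into 4 pairs, of which the closest gave 76.04 (exact permutation test over 105 pairings, one-sided, p = 0.00952, the smallest p that this design allows). Across genes, which are not independent replicates, Pearson's r between replicates was 0.989 in E, 0.991 in T, 0.973 in L and 0.929 in S. From the PCA plots, the paper concludes that the RNA-Seq data were highly reproducible.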

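Over the 7105 protein-coding genes of *S. tsukubaensis*, the median log2 (normalized count + 1) lay between 8.30 and 8.58 in the 8 RNA-Seq libraries. The 10th percentile was 5.47 in S replicate 1 and 3.96 in S replicate 2, and between 3.21 and 3.72 in the E, T and L libraries. The 95th percentile was 13.56 in S replicate 1, 13.66 in S replicate 2 and between 13.88 and 14.14 elsewhere. The largest value over all features was 20.55, for STK4209 in S replicate 1, and the largest value of a library was lowest in T replicate 2, at 19.42. Leaving out L replicate 1 moved this upper end most, to 20.46.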

The distribution of log_2_ (DESeq normalized value + 1) broadly ranged from 0 to 20 in the different growth phase samples (Fig. 2f).

### Ribosome profiling read quality validation

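Ribosome profiling, in which the mRNA fragments that ribosomes protect from nuclease digestion are sequenced, comprised 8 libraries of *S. tsukubaensis*, from the same growth phases and with the same number of replicates as RNA-Seq. Cells were treated with thiostrepton, for which the methods give 20 μM in the buffers and the sample labels 20 mM. After RNase I digestion and recovery of monosomes, rRNA was depleted and fragments were selected by size. The authors removed PhiX and adapter sequences, trimmed the reads, mapped them with non-specific matches ignored, and deposited the number of mapped reads per gene without normalization. The way in which mapped positions were summed to genes is not given in the sources used here. The reads counted on annotated features numbered 2309220 and 1814992 in E, 8923936 and 2847146 in T, 53779808 and 59195355 in L, and 6576877 and 111942629 in S, with a median of 7750406.5 over the libraries. The replicates of S differed most in depth. Both E libraries were shallower than every library of the other phases, and both L libraries were deeper than all others except S replicate 2, so that depth and phase were partly confounded. Chi-square per degree of freedom between replicates was 5.01 in E, 13.7 in T, 59.3 in L and 419.8 in S, above sampling noise in every phase. These values grow with depth, so they do not rank the phases by noise between replicates. The value in S includes the coding sequence STK4305, which held 5.28% of the protein-coding reads in S replicate 1 and 58.3% in S replicate 2. The counts were used as deposited, on all features for tests between phases and on protein-coding genes for PCA and correlation. The share of reads on tRNA, the depth and the scaling between libraries could change the numbers.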

A total of 40 ribosome profiling reads were obtained from five *Streptomyces* species at four time points as duplicates. Unlike the RNA-Seq data, the trimmed reads were considered as raw sequences of the enriched RPF sequences, as additional PhiX control and adapter sequences that were involved in the ribosome profiling steps must be removed (Fig. 1a,b). Since the RPF fragments were selected by size, ranging from 26 to 34 bp, the 3′ end of the total 50 bp sequencing read contained non-RPF sequences, such as the 3′ adapter sequences, which do not represent the quality of the RPF reads. Thus, the QC reports on the trimmed reads were exported from CLC Genomics Workbench (Qiagen) to assess the quality of the RPF reads. The read length distribution exhibited a broad range from 20 to 40 bp, with one or two enriched peaks (Fig. 3a). The enriched peak sizes were comparable to the monosome-protected sizes, and they varied for different species, while they were more conserved for different growth phase samples of the same species. The differences in RNA degradation efficiency of RNase I or MNase across species may be the primary reason for the observed size differences^54^. Further, the read quality that was measured by the average Phred scores was generally high in all samples of the five species; the quality of more than 94% of the reads was higher than Q20, and more than 80% were higher than Q30 (Fig. 3b). Both per-sequence and per-base analyses of the read quality were observed. As the read size ranged mostly between 25 and 35 bp after adapter trimming, the base number coverage at each position of the 50 bp read dramatically decreased at the 3′ end (Fig. 3c). In terms of species, most of them exhibited the highest decline at 28 to 30 bp, which was consistent with the read length distribution (Fig. 3a). Given the base coverage, the median Phred score per base was demonstrated to be from 1 to 35 bp (Fig. 3d). The overall median of the quality score was approximately Q38, while the median score at the 5′ end was slightly lower than that of the middle section, and the score at the 3′ end of select species showed dramatic reductions. The low quality at the 3′ end may be due to some portions of identical long reads, which were somehow enriched during the size selection step of library construction, which stimulates wrong base calling. For the *S. clavuligerus* E2 sample, enriched peaks of less than 20 bp in length for approximately 10% of the total reads were unexpectedly found, along with decreased coverage at 15 bp, but these peaks did not seem to affect the overall read quality (Figs. 3a,c,d). Overall, most of the reads were shorter than 35 bp, and the read quality of all samples was high and suitable for downstream analyses.

**Fig. 3:**
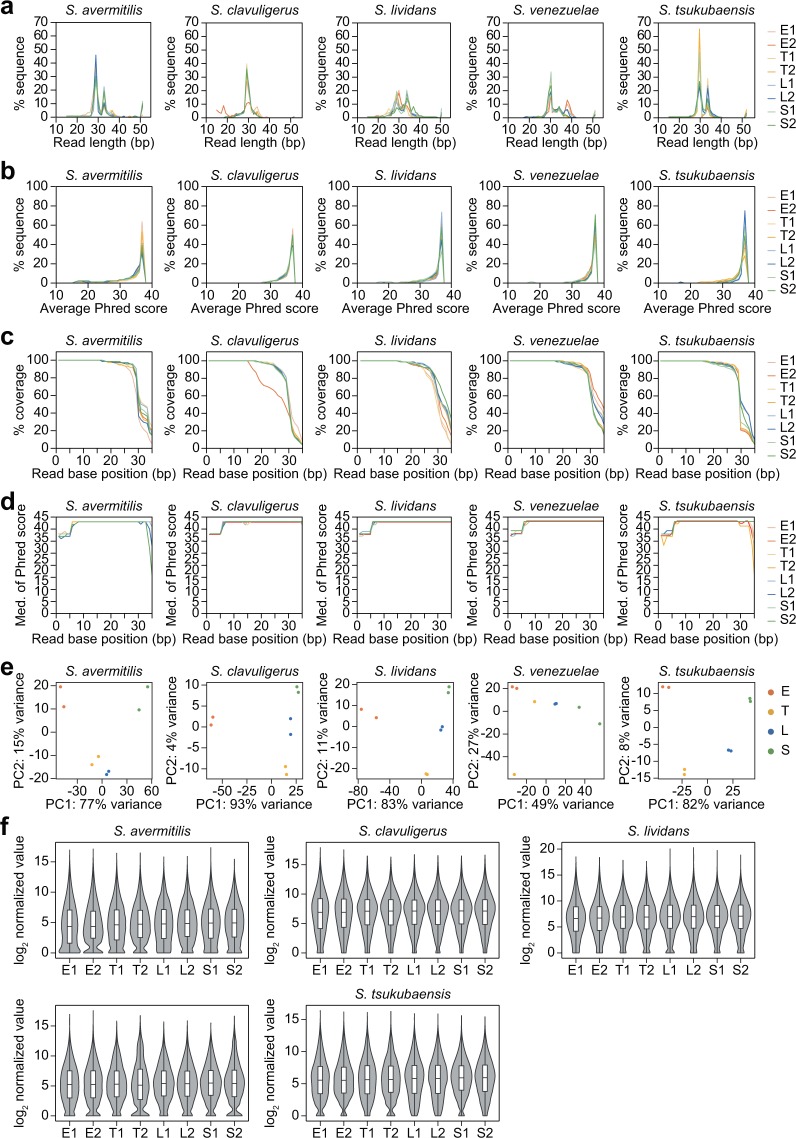
Read quality analysis of ribosome profiling samples of five *Streptomyces* species at the four growth phases. The replicate of each growth phase is represented as “1” or “2” after the growth phase. (**a**) Read length distribution of trimmed reads. (**b**) Distribution of average Phred scores of the trimmed reads. (**c**) The number of sequences that cover individual base positions normalized to the total number of sequences at each base position. (**d**) The distribution of median Phred quality scores that were observed at each base position. (**e**) PCA plot of ribosome profiling mapped reads of each gene. (**f**) Violin and box plot of the log_2_ normalized expression values.

### Assessment of translatome data

To examine the additional quality of the reads for the translational abundance of each gene, the trimmed reads were mapped to their corresponding genome. Based on the mapping parameter, some reads would be non-specifically aligned to more than one genomic position due to highly repetitive genomic regions, including rRNA genes. Approximately, 43.1 to 590.6 million reads (75.3 to 96.8% of the trimmed reads) were mapped when the non-specifically matched reads were randomly assigned to one of the mapped positions, while 1.8 to 103.9 million reads (1.3 to 54.9% of the reads) were uniquely mapped when the non-specifically matched reads were excluded (Table 2). These results suggest that the non-specifically matched reads were generally more than half of the total mapped reads. Further, the proportion of these reads varied in different samples even within the same species, which is because the rRNA was enriched during the monosome recovery step, and the efficiency of rRNA removal differed across samples^55^. *S. clavuligerus* showed the highest uniquely mapped read number and ratio among five species, with an average of 82.4 million reads (47% of the trimmed reads). The *S. clavuligerus* E2 sample showed a relatively lower mapped number (61.3 million reads, 30.6% of the trimmed reads) compared to other *S. clavuligerus* samples. *S. venezuelae* showed 34.2 to 69 million mapped reads (average 13.9% of the trimmed reads), respectively. The two early samples of *S. lividans* showed 97.2 and 81.1 million mapped reads (46 and 43.8% of the trimmed reads), respectively, while other samples showed low numbers (9.7 to 24.8 million mapped reads, 5.5 to 15.4% of the trimmed reads). *S. tsukubaensis* showed various ranges for the mapping read number; L2 and S2 samples showed 56 and 103 million mapped reads (35 and 53.9% of the trimmed reads), respectively, while other samples showed a lower number of mapped reads (1.9 to 8.8 million mapped reads, 1.5 to 6.9% of the trimmed reads). 

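In the deposited counts, the reads on annotated features of *S. tsukubaensis* amounted to 100.1% of the uniquely mapped reads of Table 2 in E replicate 1, 99.0% in E replicate 2, 101.6% and 101.2% in T, 102.8% and 104.6% in L, and 95.3% and 107.8% in S. Counts on features exceeded the uniquely mapped reads by 1434 reads in E replicate 1, 143955 and 32737 reads in T, 1482360 and 2619370 reads in L, and 8123592 reads in S replicate 2. In E replicate 2 and S replicate 1 the reads on features minus the uniquely mapped reads came to -18163 and -325509.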

*S. avermitilis* showed the lowest number of mapped reads and ratio among the five species, with 2 to 13.1 million mapped reads (1.3 to 5.9% of the trimmed reads). Although the minimum mapped read number among the samples was 1.8 million, the numbers obtained are, based on several bacterial transcriptome studies, considered sufficient for analysis of the whole translational profile and differential expression levels of genes, as 1 to 5 million reads are suggested for high statistical significance^56–59^. 

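The depth of each library can be judged by the number of protein-coding genes with enough reads. In the ribosome profiling libraries of *S. tsukubaensis*, 4336 and 4342 protein-coding genes had at least 10 reads in E, 5030 and 4299 in T, 5932 and 5846 in L, and 4946 and 5703 in S. Between 6376 and 6763 genes had at least 1 read. When the reads on protein-coding genes were drawn down at random to 1406275 in each library, the number in T replicate 2, 4082 and 4213 genes had at least 10 reads in E, 4181 in T replicate 1, 4271 and 4136 in L, and 4707 and 3483 in S. In S replicate 2, STK4305, STK5303 and STK6541, chosen after their values were seen, took so large a part of these that 493689 reads were left on the other genes, against 1312018 in S replicate 1. When these coding sequences were left out and the reads drawn down to 1332232 in each library, a setting added after the values were seen, 4036 and 4159 genes had at least 10 reads in E, 4223 and 4296 in T, 4408 and 4432 in L, and 4718 and 4597 in S. In T replicate 2, the library with the fewest protein-coding reads, a gene with 0 reads is limited to 3 counts of 1406275. Differences between genes under this limit were not detectable.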

Among the uniquely mapped reads, some reads were mapped within RNA genes, rather than protein-coding genes, which mostly corresponded to tRNA genes. These reads may be the fragments of tRNA and rRNA that were bound to the ribosome and then enriched during monosome recovery^60^. Therefore, further validation was performed using only the mapped reads of the protein-coding genes. 

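In the *S. tsukubaensis* libraries, reads on tRNA made up 19.1% and 13.2% of the reads counted on features in E, 59.9% and 50.5% in T, 74.0% and 78.2% in L, and 69.8% and 86.2% in S. Reads on rRNA made up 3.01% in S replicate 1, 1.47% in E replicate 1 and less than that in the other libraries. Protein-coding genes held 79.4% and 86.5% in E, 40.0% and 49.4% in T, 25.9% and 21.7% in L, and 27.1% and 13.8% in S. Exact binomial 95% intervals reached at most 0.0581 percentage points from these shares, so that every difference between libraries given here was larger than the counting error. Every T, L and S library had a higher tRNA share than both E libraries. The 3 tRNA features listed as Gly_50, Asn_62 and Glu_19 held 62.9% of the tRNA reads in E replicate 2, 74.1% in E replicate 1 and 80.3% to 91.6% in the others. Gly_50 alone held from 3.12% of all reads, in E replicate 2, to 47.2%, in S replicate 2. In the RNA-Seq libraries of the same phases, tRNA held 0.135% to 0.508% of the reads.

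**Figure D1:**
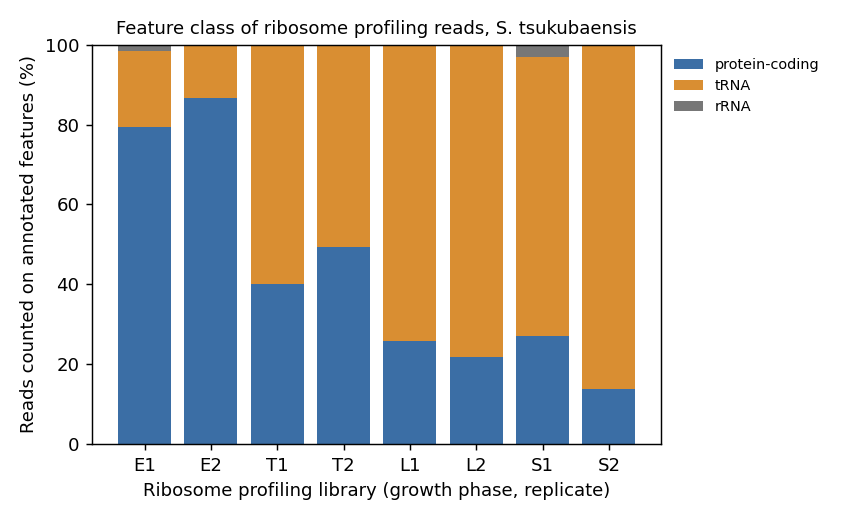
Percentage of the reads counted on annotated features that fell on protein-coding genes, tRNA and rRNA in each ribosome profiling library of *S. tsukubaensis*. Each bar is 1 library, named by growth phase and replicate, and the protein-coding share falls from 86.5% in E replicate 2 to 13.8% in S replicate 2.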

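In *S. tsukubaensis*, the deposited counts placed 1834446 and 1570442 reads on protein-coding genes in E, 3570857 and 1406275 in T, 13931563 and 12868750 in L, and 1785165 and 15436253 in S. A single coding sequence, STK4305, held 0.592% and 0.541% of these reads in E, 6.18% and 2.89% in T, 17.8% and 26.5% in L, and 5.28% and 58.3% in S, with exact binomial 95% intervals within 0.0329 percentage points. In each ribosome profiling library its count exceeded that of the tRNA feature Trp_34 by 745 to 7258 reads. The counts of STK6541 exceeded those of the feature Pseudo_46 by 0 to 2 reads in every library. STK5303 differed from Gln_37 by -66343 to -283 reads. These 3 coding sequences, of 486 (STK4305), 204 (STK6541) and 120 (STK5303) nucleotides, together held 1.98% of the protein-coding reads in E replicate 2 and 64.9% in S replicate 2. Without them, protein-coding genes held 1789451 and 1539293 reads in E, 3288364 and 1332232 in T, 11205971 and 9185891 in L, and 1665471 and 5422454 in S, a setting chosen after the values were seen. In RNA-Seq the same coding sequences held at most 0.0177% of the protein-coding reads of a library.

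**Figure D2:**
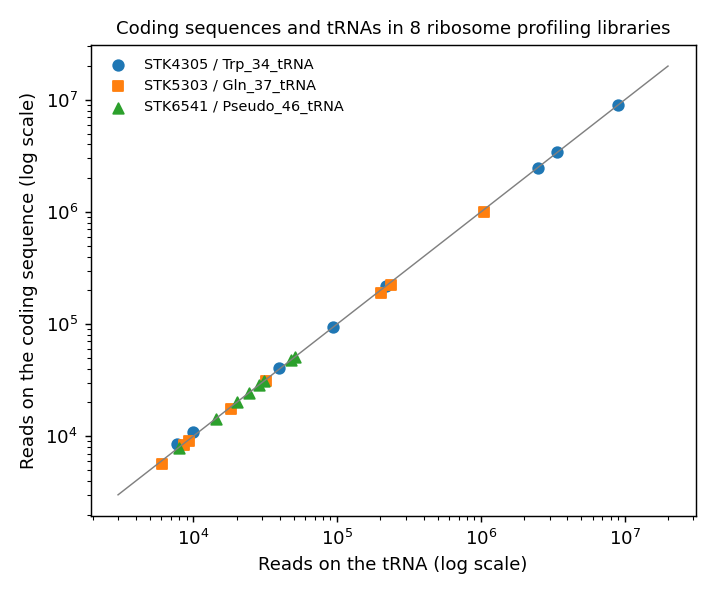
Reads on a coding sequence against reads on the tRNA feature with the closest counts, both on log scales, for STK4305 with Trp_34, STK5303 with Gln_37 and STK6541 with Pseudo_46. Each point is 1 of the 8 ribosome profiling libraries of *S. tsukubaensis*, the grey line marks equal counts, and all points lie near it.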

A total of 1.1 to 19.5 million reads were mapped to protein-coding genes that were 4.3 to 81.0% of the uniquely mapped genes, which indicates a high ratio of tRNA gene-mapped reads (Table 2). To validate the mapped read quality, the reproducibility of the mapped read number among biological replicates was investigated by PCA. All replicates were found to exhibit high reproducibility (Fig. 3e). 

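PCA of the *S. tsukubaensis* ribosome profiling libraries, on the protein-coding genes, placed 79.6% of the variance on the first component and 8.52% on the second. Scores on the first component were -48.06 and -42.94 in E, -24.56 and -24.34 in T, 22.08 and 24.49 in L, and 46.69 and 46.65 in S. On the second component they were 15.24 and 12.65 in E, -14.09 and -17.79 in T, -6.34 and -6.98 in L, and 10.73 and 6.58 in S. In each phase the replicates lay closer to each other on the first component than to any library of another phase. The mean distance between replicates over all genes was 55.72, against 65.92 for the closest other pairing of the libraries, which again gave the smallest p that the exact permutation test can reach. Pearson's r between replicates, across genes, was 0.967 in E, 0.972 in T, 0.995 in L and 0.974 in S. Adding 10 instead of 1 to the normalized counts raised it to 0.987 in E and 0.989 in T. With the reads on protein-coding genes drawn down to the total of T replicate 2 it was 0.980 in L and 0.961 in S. With STK4305, STK5303 and STK6541 left out before drawing down, a setting added after the values were seen, it was 0.983 in L and 0.971 in S.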

The mapped read quality for quantitative analysis, such as the differential translational abundance of genes during growth, was examined by the distribution of the normalized values at four different growth phases, as described in the “Methods” section. 

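The ribosome profiling libraries of *S. tsukubaensis* were compared between growth phases as described for RNA-Seq, over 5721 features. From E to S, 3385 features had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1811 higher and 1574 lower in S, and the count stayed between 2756 and 3444 with each library left out in turn. Drawing all libraries down to 1814992 reads on features, the total of the shallowest, moved this count most, to 2178. This left unequal numbers of reads on protein-coding genes other than STK4305, STK5303 and STK6541, from 87407 in S replicate 2 to 1539293 in E replicate 2. With these genes drawn down to equal totals instead, a setting added after the values were seen, the count was 3052. Between E and T, 1300 features changed, 756 upward and 544 downward, against 618 without E replicate 1, 812 without E replicate 2 and 751 without T replicate 1. From T to L the count was 1830, 947 upward and 883 downward, and it was 1101 without T replicate 1, 1050 without L replicate 1 and 884 without L replicate 2. From L to S it was 1455, 806 upward and 649 downward, and it was 603 without L replicate 1 and 687 without L replicate 2. Drawn down to equal totals on features, the counts from T to L and from L to S were 953 and 537, and drawn down to equal totals on those protein-coding genes they were 1440 and 1115.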

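The largest fitted upward changes in ribosome profiling from E to S were in STK0551 and STK0390. As in RNA-Seq, at least 100 reads were required in each library of the phase with the higher value. STK0551, of 162 nucleotides, had 0 reads in both E libraries and 307 and 1077 reads in the S libraries, at least 179-fold higher with 3 counts as the limit over both E libraries, which does not fix its rank (adjusted p = 3.93e-07 from edgeR with Benjamini-Hochberg adjustment). STK0390, of 228 nucleotides, had 1 and 2 reads in E and 1197 and 3675 reads in S, a 629.9-fold ratio of the reads summed over the replicates of each phase and divided by the summed size factors, with an exact 95% interval from 215 to 3056 (edgeR adjusted p = 7.73e-08). STK6638 decreased from 642 ± 66.1 (SD, n = 2) to 14.5 ± 1.07 (SD, n = 2) normalized counts, a log2 fold change of -5.42 (standard error 0.24, edgeR adjusted p = 6.74e-08), between -5.58 and -5.36 with each E and S library left out in turn. STK1116 decreased from 2176 ± 876 (SD, n = 2) to 54.6 ± 2.89 (SD, n = 2), a log2 fold change of -5.23 (standard error 0.43, edgeR adjusted p = 2.37e-06), with -4.81 without E replicate 1 and -5.65 without E replicate 2.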

The overall log_2_ value (DESeq normalized value + 1) broadly ranged from 0 to 20, which was considered significant to analyze the translational abundance in different growth phases (Fig. 3f). 

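In *S. tsukubaensis*, the median log2 (normalized value + 1) of the protein-coding genes in ribosome profiling lay between 5.43 and 5.84 in the 8 libraries, and the 95th percentile lay between 10.67 and 10.98. The 10th percentile was 0 in E replicate 1 and T replicate 2 and between 0.74 and 1.69 in the other libraries. Over all features, the largest value was 24.79, for Gly_50 in S replicate 2, and 22.25 among protein-coding genes, for STK4305 in the same library. The largest protein-coding value of the other libraries was between 16.40 and 20.11. Without STK4305 and the other coding sequences whose counts followed a tRNA, a setting chosen after the values were seen, the upper end was 16.56. From the range of the normalized values, the paper reasons that translational abundance can be analyzed in the different growth phases.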

In conclusion, the mapped reads were confirmed to exhibit high quality in terms of sequencing depth, reproducibility, and translational abundance.

## Data Availability

Versions and parameters of all the bioinformatic tools that were used in this work are described in the “Methods” section.

How the deposited data were processed for this re-analysis (not part of the article)

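The data analysed here are of *S. tsukubaensis* NRRL 18488, 1 of the species of the study, and comprise 8 RNA-Seq and 8 ribosome profiling libraries from 4 growth phases (E, 15 h; T, 18.5 h; L, 28 h; S, 48 h) with 2 biological replicates each, and 1 list of transcription start positions from 2 further libraries. The other species were not analysed here. Samples were mapped to phase and replicate from the sample labels and the methods. The labels and the methods differ in the shaking speed (200 and 250 rpm) and in the thiostrepton concentration (20 mM and 20 μM). They also differ in how the culture was started, by dilution or to an optical density, and in the temperature and time at which the ribosome-protected fragments were eluted from the gel. The labels give the strain as NRRL 18488, as the paper does, but their description of growth names it by the number of another collection, and whether that is the same strain was not checked. The paper's values are used, and the phases are named as in the paper.

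For both assays the authors deposited raw counts, the number of reads on each annotated feature, without normalization. They trimmed the reads and mapped them in the CLC Genomics Workbench to the chromosome and the plasmids of the strain, ignoring non-specific matches. For ribosome profiling they also removed PhiX and adapter sequences, and the rule by which mapped positions were summed to genes is not given in the sources used here. The deposited counts of ribosome profiling include tRNA and rRNA features. The authors deposited a signed score for each transcription start position, whose normalization is not given. They also deposited the coding sequences, under the identifiers of the protein-coding features, which were used for coding length, GC content and TTA codons. A table of annotated genes of another assembly could not be joined to the identifiers, so no gene name is given. No value column was without a sample (0 columns).

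Depth was taken as the reads counted on features, from 18801527 to 51631067 in RNA-Seq and from 1814992 to 111942629 in ribosome profiling. Exact (Clopper-Pearson) 95% binomial intervals were computed for shares of single libraries, and 3 counts were taken as the limit for a count of 0 over the libraries of a phase. Intervals and limits cover counting error only, since reads without molecular identifiers are not independent molecules. Replicates were checked for libraries deposited more than once by a chi-square test of their counts, and none was found.

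Changes between phases were tested with edgeR 4.0.16 (quasi-likelihood test, TMM normalization, filterByExpr) in R 4.3.3, on all features and all 8 libraries of an assay, for T against E, L against T, S against L and S against E, with Benjamini-Hochberg adjustment and a threshold of 0.05. Translational efficiency was tested on all features, tRNA included, in 1 edgeR model over all 16 libraries as the interaction of assay and phase. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Normalized values are counts divided by DESeq2 1.42.0 size factors. PCA used log2 (normalized value + 1) of the 500 most variable genes. Reproducibility was tested by the mean distance between replicates over all 105 ways to pair the 8 libraries. Sets of genes were tested with camera in limma 3.58.1 with a preset correlation of 0.01, and medians were compared with 10000 random lists matched on mean expression and GC content. Of the set tests listed beforehand, the 3 on TTA-codon genes were run, and those on ribosomal protein genes and on the FK506 cluster were left out because the identifiers carry no names.

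The tests were tried on simulated counts with known changes, drawn from the means and library sizes of the real libraries. Means were averaged over all libraries of an assay, so the higher tRNA share after E was absent. Every gene of an assay had the same dispersion, and 194 to 200 of the tested genes were changed. The recovery and false calls describe these simulated counts and need not hold for the real libraries. For S against E, edgeR recovered 49.5% of the changed genes in RNA-Seq (6856 genes run), 78.5% in ribosome profiling (5471 genes) and 18.6% in translational efficiency (5466 genes), with 4.81%, 3.17% and 0% false calls. Genes changed 4-fold were recovered in 88.0%, 89.7% and 34.7% of cases, and genes changed 2-fold in 11.0%, 67.3% and 2.08%. A simulated slope of 0.6 between the assays was recovered as 0.609, over 4240 genes with at least 100 reads on average in each assay. The slope over all features tested, without that condition, was not tried on simulated counts.

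Named genes were chosen by a rule set, like the comparisons, the tests and the alternatives apart from those said to be added later, before the data were examined. For each assay they are the 2 genes with the largest increase and the 2 with the largest decrease in fitted log2 fold change from E to S, among those with an adjusted p under 0.05, no overlap between the phases, and at least 100 reads in each library of the higher phase. For translational efficiency they are 1 gene in each direction with at least 100 reads in every library. The feature with the largest share of each library is also named. STK5303, STK6541 and the tRNA features other than the largest were chosen after their values were seen. So was the rule for coding sequences whose counts follow a tRNA. It requires a mean absolute natural log difference from the tRNA under 0.1 over the ribosome profiling libraries, among 36 tRNAs with at least 3000 reads, and ribosome profiling reads at least 10 times the RNA-Seq reads. The latter condition was added after it was seen that STK1464, close to Cys_2 with a difference of 0.0805 and a ratio of 0.0877, also passed the former, which alone gave 4 coding sequences. PCA, pairing and correlation of ribosome profiling were restricted to protein-coding genes as in the paper, a choice made after the files were seen, with all features as an alternative.

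Alternatives were DESeq2 in place of edgeR, RLE in place of TMM, no filter on low counts, the replicate number as a block, only the phases compared, a log2 fold change of at least 1, libraries drawn down to equal totals on features or, for correlation in ribosome profiling, on protein-coding genes, protein-coding genes only, other transformations, distances and pseudocounts for PCA, pairing and correlation, other set tests, and each library left out in turn. Drawing ribosome profiling down to equal totals on protein-coding genes without the 3 coding sequences was added after the values were seen. Python 3.11.15 with scipy 1.17.1 was used for the remaining steps.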

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

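All tests in this part were chosen only after the result was seen.

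The coding sequences STK4305, STK5303 and STK6541 held far more ribosome profiling reads than any analysis in the paper addresses. They reached 58.3% (STK4305) and 6.41% (STK5303) of the protein-coding reads in S replicate 2 and 1.73% (STK6541) in T replicate 2, and they were singled out after their values were seen. The count of each followed a tRNA feature library by library, with a mean absolute natural log difference of at most 0.0491 (STK5303 with Gln_37), 0.0281 for STK4305 with Trp_34 and 4.55e-05 for STK6541 with Pseudo_46. A cutoff on the ratio of ribosome profiling to RNA-Seq reads was part of the rule and was added after STK1464 was seen to follow Cys_2 at 0.0805. These differences are small by the rule itself, so the rule was also applied to the libraries of E and T alone and of L and S alone. It gave the same 3 coding sequences each time, and in the phases not used for the match their counts differed from the tRNA by at most 6.89% and 8.77% of their own reads in any library. The coding sequences that came as close to a tRNA in the phases used but failed the ratio cutoff, 7 and 3, each differed by at least 156% and 220.5% in some library of the other phases. This argues against translation as the source of most reads of the 3, and a candidate explanation is that reads of a tRNA were also counted on a coding sequence that overlaps it. A T-arm motif, written from the general form of a tRNA after the start of STK4305 and STK5303 but before the rest of these sequences had been read, was found on either strand of 67 of the 7105 coding sequences, STK4305 and STK6541 among them (one-sided Fisher's exact test for 2 of the 3, p = 0.000261). STK5303 does not hold it, but the absence says little. A motif of the D-arm, another part of a tRNA, starts at nucleotide 97 of its 120, so a T-arm could lie past its end. That motif is common, held by 1679 of the 7105 coding sequences. The difference of 0.0491 for STK5303 is limited by the rule. In the phases not used for the match it was at most 6.89% and 6.27% of its reads, which the rule did not limit. For STK5303 an overlap stays open. The overlap itself was not checked, since positions of these features were not used here. The tRNA share was higher in every T, L and S library than in E, although S replicate 1, at 69.8%, lay below both L libraries, and whether the higher share comes from the cultures, from the monosome preparation or from the rRNA depletion was not tested.

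The 739 protein-coding genes with at most 40 reads in the E and T RNA-Seq libraries together stood out in S replicate 1. In RPM, scaled to the protein-coding reads of each library and leaving out the 3 coding sequences above in ribosome profiling, they held 1842 there, 834 in S replicate 2, 199 in L replicate 1, 289.6 in L replicate 2 and 103 to 123 in the E and T libraries, where they are low by the choice of genes. RPM divides out depth, so the value of 199 in L replicate 1 does not test greater depth as a cause. In unscaled reads these genes held 49816 in S replicate 1 and 10217 in L replicate 1, although the latter was the deepest RNA-Seq library. In RPM the replicates of S differed 2.21-fold. Those of L, the only other phase that did not enter the choice of genes, differed 1.46-fold. Whether stationary phase alone accounts for the value of S replicate 1 therefore cannot be told from 1 pair of cultures. Background spread evenly over the genome is a candidate explanation. Across these genes, which are not independent replicates, Spearman's rho between reads and coding length was 0.555 in S replicate 1, 0.363 in S replicate 2, 0.245 to 0.434 in the other RNA-Seq libraries and 0.395 to 0.493 in ribosome profiling, so that a relation to length was also present where these counts were not raised. In S replicate 1 it stayed at 0.541 (0.529 to 0.557 in 100 draws) when S replicate 1 was drawn down to the 18488 reads of S replicate 2. In ribosome profiling the same genes also held more in S replicate 1, with 2283, than in S replicate 2 (1307) and the other libraries (509.6 to 859). There, the 10 genes with the most reads held 50.3% of these reads in S replicate 1 and 39.0% in S replicate 2, against 18.1% and 31.1% in RNA-Seq S replicates 1 and 2, so that a few genes carried much of the value of ribosome profiling S replicate 1. Background and a difference between the S cultures cannot be told apart with 2 replicates.

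The list of transcription start positions, from libraries that the paper does not describe, held 2389 positions, 1253 on the forward and 1136 on the reverse strand. The absolute value of the deposited score ranged from 1.25 to 51252 with a median of 16.5. The positions carry a letter code, P for 1901, S for 189, A for 165, N for 81 and I for 53, whose meaning is not given in the sources used here. The growth phase of these libraries is not given either, so no technical or biological explanation was tested.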

How the results depend on the processing

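The settings that leave out the coding sequences with tRNA-like counts, the use of all features for ribosome profiling PCA, pairing and correlation, the use of protein-coding genes only for translational efficiency, and drawing down to equal totals without those coding sequences were chosen only after the data were seen.

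Of the alternatives chosen beforehand, other than leaving out a library, 134 values for the comparisons, PCA, pairing, correlation, sets, upper end and slope stayed within 1.5 times the count, on the same side of the threshold or within 1 SD, and 34 did not. The SD was taken over the values with a library left out for PCA, over the phases for correlation, over the libraries for the upper end and over the replicates for the slope. Of the alternatives added later, 24 did and 10 did not. The latter include the reads on protein-coding genes of all 8 libraries, which had no SD, so that any change was counted, although only S replicate 2 changed by more than 1.5 times. Each replicate pairing had p = 0.00952 in the exact test under every alternative run. For single named genes, 57 alternatives chosen beforehand and 2 added later kept direction and threshold, and 1 did not: STK4305 in translational efficiency, at 7.12 with an edgeR adjusted p of 0.101 when only E and S were fitted. The cause of the changed values below was not tested unless stated.

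Requiring a log2 fold change of at least 1 lowered the ribosome profiling counts to 702 (T against E), 960 (L against T) and 670 (S against L), since fewer genes can pass. Drawn down to equal totals on features, tRNA included, the counts were 953 (L against T), 537 (S against L) and 2178 (S against E), with 87407 to 1539293 reads left on protein-coding genes other than the 3 with tRNA-like counts. Drawn down to equal totals on those genes they were 1212 (T against E), 1440, 1115 and 3052. DESeq2 gave 571 for T against E in RNA-Seq, and 23, 53, 189 and 599 for translational efficiency in T against E, L against T, S against L and S against E. Fitting only the phases compared gave 1599 (T against E) and 498 (S against L) in RNA-Seq, and 21 (T against E), 0 (S against L) and 46 (S against E) in translational efficiency. Without the filter, L against T gave 3 in translational efficiency. RLE in place of TMM left the count for translational efficiency from E to S at 301 but moved its higher share from 51.2% to 62.5%.

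Neither the paper nor the labels say that a replicate number marks a shared batch. Differences between replicates 1 and 2 correlated between phases from -0.089 to 0.069 across genes in ribosome profiling. In RNA-Seq they correlated at 0.296 (T with L), 0.225 (T with S) and 0.571 (L with S) but from -0.129 to 0.021 with E, so the numbers do not pair the libraries over all phases, and a shared factor in T, L and S stays open. With the replicate number as a replicate block, translational efficiency gave 10 (L against T) and 41 (S against L), and 3262 and 3563 features changed from E to S in ribosome profiling and RNA-Seq. The other RNA-Seq counts were 486 (T against E), 868 (L against T) and 1688 (S against L). The block changed no set test's side of the threshold and moved no other count by over 1.5 times. Sets of ribosomal protein genes and of the FK506 cluster were not run, since the identifiers carry no names.

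In PCA, the first component held 83.3% (vst), 82.1% (rlog) and 60.7% (all genes) in ribosome profiling and 82.2%, 81.5% and 61.8% in RNA-Seq. With all genes the second held 13.5% and 17.0%. Ribosome profiling correlations moved to 0.987 (E) and 0.989 (T) with a pseudocount of 10, to 0.980 (L) and 0.961 (S) with protein-coding reads drawn down, and to 0.983 (L) with the coding sequences with tRNA-like counts also left out. The slope of ribosome profiling on RNA-Seq changes was 0.765 by ordinary least squares, 0.937 for L against E and 0.966 for T against E. Without the 3 coding sequences with tRNA-like counts, protein-coding reads were 1789451 and 1539293 in E, 3288364 and 1332232 in T, 11205971 and 9185891 in L, and 1665471 and 5422454 in S, and the upper end of ribosome profiling values was 16.56, by construction of that setting.

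With each library left out in turn, a phase can be left with 1 library, which is assumed to vary like the other phases. The counts ranged, in ribosome profiling, from 618 to 1657 (T against E), 884 to 2301 (L against T), 603 to 1590 (S against L) and 2756 to 3444 (S against E). In RNA-Seq they ranged from 31 to 509, 223 to 982, 706 to 3029 and 1887 to 4239. The first component ranged from 76.7% to 82.7% (ribosome profiling) and 76.2% to 81.96% (RNA-Seq), the second from 7.45% to 10.7% and 8.22% to 13.7%, and the upper end from 22.88 to 24.98 and 20.46 to 20.61. Adjusted p-values of camera for TTA-codon genes ranged from 5.39e-09 to 4.55e-08 in RNA-Seq and 3.21e-09 to 2.36e-08 in ribosome profiling. In translational efficiency they ranged from 0.0923 to 0.904, and the direction of the test was reversed (0.904) without RNA-Seq S replicate 1, where the median of the list was 0.04 and its mean -0.07.

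For translational efficiency of T against E, 1 gene was called, from 0 to 2 with a library left out. It was 0 without RNA-Seq E replicate 1, E replicate 2, T replicate 1 or T replicate 2 and without ribosome profiling E replicate 1 or T replicate 1. It was 2 without RNA-Seq L replicate 1 or L replicate 2 and without ribosome profiling E replicate 2, S replicate 1 or S replicate 2. For L against T, 6 genes were called, from 0 to 28. The value was 0 without RNA-Seq E replicate 1, E replicate 2 or T replicate 1 and without ribosome profiling T replicate 1 or L replicate 2. It was 1 without RNA-Seq T replicate 2 or L replicate 1 and without ribosome profiling T replicate 2, 2 without ribosome profiling S replicate 1 or S replicate 2, and 28 without RNA-Seq S replicate 1 or S replicate 2. For S against L, 25 genes were called, from 0 to 465. The value was 0 without ribosome profiling L replicate 1 or L replicate 2, 1 without RNA-Seq T replicate 1 or T replicate 2 and without ribosome profiling E replicate 1 or E replicate 2, 3 without ribosome profiling S replicate 2, 11 without S replicate 1, 13 without T replicate 2, and 15 without ribosome profiling T replicate 1 or RNA-Seq S replicate 1. It was 52 without RNA-Seq L replicate 1 and 465 without RNA-Seq S replicate 2. DESeq2 over all libraries called 23 for T against E, 53 for L against T and 189 for S against L. For S against E the range was 51 to 1155.

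Depth moved the RNA-Seq counts little. Drawn down to equal totals they were 318 (T against E), 678 (L against T), 1272 (S against L) and 3198 (S against E). In the simulated comparison of S with E, 2-fold changes were recovered in 11.0% of RNA-Seq genes and 67.3% of ribosome profiling genes. The real RNA-Seq libraries were deeper on protein-coding genes. The simulation did not keep each library's real share of protein-coding reads, so these values do not test depth as a limit. In ribosome profiling, depth limited which genes could be tested. With reads drawn down to equal totals on protein-coding genes without the 3 with tRNA-like counts, 4907 protein-coding genes passed the filter. With all reads, 5306 passed when only protein-coding genes were fitted. The filter was set anew in each fit, and the main fit tested 5721 features, tRNA included.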

Differences from the paper's values

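The settings without the 3 coding sequences whose counts follow a tRNA were chosen only after the values were seen, and no alternative for reads on coding sequences was set before the data were examined.

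The paper's numbers of reads mapped within coding sequences in Table 2 and the deposited counts on protein-coding genes differed by more than 1.5 times in 3 libraries of *S. tsukubaensis*. In L replicate 1 the paper gives 9275687 reads and the counts sum to 13931563. In L replicate 2 the paper gives 7533975 and the counts 12868750. In S replicate 2 the paper gives 4429568 and the counts 15436253. In all 8 libraries the count was higher than the paper's number, from 1.17 times to 3.48 times. In a setting chosen after seeing the values, without STK4305, STK5303 and STK6541, the sums were 11205971 in L replicate 1, 9185891 in L replicate 2 and 5422454 in S replicate 2, all under 1.5 times the paper's numbers, and the ratio over the 8 libraries was between 1.14 and 1.26. The paper names no single coding sequence, and this setting dropped none of its called items.

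For the upper end of log2 (normalized value + 1) in ribosome profiling, the paper gives 20 over its samples, which include the other species, and it used the protein-coding genes only. The like value here was 22.25 on protein-coding genes, an alternative set before the data were examined. Over all features, where the largest value is that of a tRNA, the deposited counts gave 24.79, and 24.83 under TMM, the other alternative set beforehand. As log2 values, all of these are within 1.5 times the paper's 20, and this comparison was made first and showed no difference. The linear scale, on which all of them are more than 1.5 times the paper's value, was chosen after the values were seen. On protein-coding genes without the same 3 coding sequences, a setting chosen after seeing the values, it was 16.56, below the paper's 20. In RNA-Seq the upper end of 20.55 did not differ by more than 1.5 times from the paper's 20.

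The text of the paper counts L replicate 1 of *S. tsukubaensis* ribosome profiling among the samples with a lower number of mapped reads. Table 2 of the paper instead lists it with the high numbers. In the deposited counts, 53779808 reads were on features in L replicate 1, close to the 59195355 of L replicate 2, and of the other libraries only S replicate 2, with 111942629, had more.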

Other observations

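The test of TTA-codon genes without RNA-Seq S replicate 1, the test of the slope on genes with at least 100 reads as a check of the pseudocount, and translational efficiency on protein-coding genes only were chosen only after the result was seen.

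A hypothesis tested here, and not raised in the paper, was that genes with a TTA codon, a leucine codon found in few of these coding sequences, change together from E to S. Of the 7105 coding sequences, 291 hold at least 1 in-frame TTA codon, and 266 of them were tested in RNA-Seq and 212 in ribosome profiling. In RNA-Seq the median log2 fold change was 1.21, against 0.06 for the other genes, and 224 of 266 were higher in S (camera, adjusted p = 4.61e-09 with Benjamini-Hochberg adjustment over the 3 set tests run). In ribosome profiling it was 1.27, against 0.00 for the other genes, and 164 of 212 were higher (adjusted p = 4.61e-09). The calls held with an estimated correlation between genes (0.0471 and 0.00395) and under fry (0.000168 and 9.85e-06). Over all alternatives including each library left out in turn, the adjusted p lay between 3.25e-09 and 0.0471 in RNA-Seq and between 3.21e-09 and 0.00395 in ribosome profiling. Adjusted over the list alone, 147 genes changed in RNA-Seq (132 higher) and 150 in ribosome profiling (135 higher), compared with 144 and 145 when adjusted over all genes tested. Of 10000 random lists matched on mean expression and GC content, 0 reached the median of the TTA-codon genes in RNA-Seq (median of the lists 0.19, highest 0.62) and 0 in ribosome profiling (0.14, highest 0.56), which argues against low expression and low GC content as the cause. The raised low counts of RNA-Seq S replicate 1 are argued against too, since without that library the adjusted p was 4.55e-08. In translational efficiency no joint change was detected (adjusted p = 0.399, median -0.04 against 0.01 for the other genes, mean -0.24 against -0.10). The adjusted p lay between 0.0923 and 0.904 over its alternatives, and under RLE the median was 0.06 against 0.11. By edgeR 11 of 210 genes changed, 2 of them upward, and 12 when adjusted over the list alone. The values are consistent with a joint rise of TTA-codon genes in mRNA and in ribosome-protected fragments by stationary phase. Membership of the TTA-codon genes in clusters expressed late was not tested and stays open.

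Translational efficiency, the change in ribosome profiling relative to RNA-Seq, differed between E and S in 299 of 5705 features, 153 upward and 146 downward. The test was edgeR's interaction test, with an adjusted p under 0.05 after Benjamini-Hochberg adjustment. These features include tRNA, for which the measure does not describe translation. With protein-coding genes only, 272 of 5298 changed, 146 upward and 126 downward. The filter on low counts was set anew in that fit. More features were lost than the 67 tRNA and 18 rRNA can explain, so protein-coding genes were dropped too. With RLE in place of TMM the split was 188 upward and 113 downward. More features changed downward than upward without RNA-Seq S replicate 1 (64 and 60), without RNA-Seq S replicate 2 (598 and 557), without ribosome profiling E replicate 1 (52 and 35) and when only E and S were fitted (25 and 21). The count depended on single libraries. It was 76 without RNA-Seq E replicate 1, 111 without E replicate 2, 166 without T replicate 1, 166 without T replicate 2, 124 without S replicate 1 and 1155 without S replicate 2. Without ribosome profiling libraries it was 87 (E replicate 1), 51 (E replicate 2), 180 (T replicate 1), 188 (T replicate 2), 146 (L replicate 1), 144 (L replicate 2), 178 (S replicate 1) and 101 (S replicate 2). Among called features with at least 100 reads in every library, the largest decrease was in STK6675. Its log2 change was -2.91 (standard error 0.43, edgeR adjusted p = 0.0052), from -3.25 without RNA-Seq S replicate 2 to -2.46 without RNA-Seq S replicate 1. Its normalized count rose from 1559 ± 351 (SD, n = 2) to 4805 ± 1397 (SD, n = 2) in RNA-Seq and fell from 546 ± 0.982 (SD, n = 2) to 267 ± 6.33 (SD, n = 2) in ribosome profiling. STK4305, whose ribosome profiling counts follow the tRNA feature Trp_34, had the largest increase among those features. The increase was 7.23 (standard error 1.47, edgeR adjusted p = 0.0162). It was 3.26 without ribosome profiling S replicate 2 and 8.26 without ribosome profiling S replicate 1, and the adjusted p was 0.0623 without RNA-Seq S replicate 1, 0.078 without ribosome profiling E replicate 1 and 0.1 without ribosome profiling E replicate 2.

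The paper's background reports that genes related to secondary metabolism showed translational buffering late in growth in other species. A slope below 1 of ribosome profiling changes on RNA-Seq changes was taken beforehand as a sign of buffering. The slope covers all features tested, so it does not address the genes of secondary metabolism separately. From E to S the slope was fitted over 5705 features, tRNA included, with the other replicate as an instrument against noise. The slope was 0.834 (0.881 and 0.787 by replicate of ribosome profiling), further below 1 than the replicates differed. Whether compression of low ribosome profiling counts by the pseudocount is the whole cause stays open. With at least 100 reads on average in each assay the slope over 3258 features was 0.900 (0.929 and 0.871 by replicate), closer to 1. That average runs over all phases, so features low in E remain, such as STK0551 with 0 reads in both E libraries. The check therefore cannot exclude compression. For L against E it was 0.937 (0.954 and 0.921 by replicate), also further below 1 than the replicates differed, and for T against E 0.966 (0.997 and 0.935 by replicate), no further below 1 than that. The slopes leave partial buffering from E to L and from E to S possible. The check on low counts was made for S only and does not exclude compression there. The raised low counts of RNA-Seq S replicate 1, background in ribosome profiling and reads of tRNA are untested and could also lower the slopes.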
